A study of Mus musculus with 6 samples. Its data were reported in "Neuronal Depolarization Induced RNA m5C Methylation Changes in Mouse Cortical Neurons" (2022).

How the data were processed

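The data set holds RNA-seq of primary cortical neurons from C57BL/6 mouse embryos at E16.5, an embryonic stage at which the cortex is forming. Neurons were grown in culture for 7 days, silenced overnight with blockers of sodium channels and NMDA receptors, and then depolarized with 55 mM KCl, which opens voltage-gated calcium channels, for 0 h, 2 h or 6 h. The design has 3 groups of 2 replicates, 6 libraries in all. Group and replicate number were read from the sample titles, and the embryos of both sexes were pooled per the labels. The bisulfite libraries of the study were not analysed here.

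Per the labels and the methods of the study, RNA was selected for poly(A) tails and made into stranded paired-end libraries. The authors trimmed adapters and low-quality bases, mapped the reads to the mm10 genome and estimated gene expression with RSEM. The versions, the aligner, the annotation release and whether RSEM was run with strand information are not stated in them. RSEM shares reads that map to several genes or transcripts among them by maximum likelihood, so the expected counts deposited by the authors need not be whole numbers, and they are not normalized. The TPM values deposited by the authors were corrected by RSEM for transcript length and scaled to the same total in every library. The effective lengths deposited by the authors are given per gene in bases and are means over the transcripts of the gene weighted by their abundance, so they move when the mix of transcripts moves. The deposited FPKM column was not used here.

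Each table lists 43432 genes by Ensembl identifier, of which 42462 were matched to a symbol and 42548 to a position in the GRCm38 (mm10) annotation GENCODE M21. This annotation is of the same build as the deposited data but may be of another release than the one the authors used. Coordinates are 1-based on GRCm38. Overlap with other expressed genes was read from the same annotation, and genes with non-whole expected counts were taken to share reads with other genes. The counts of such genes, and of genes that overlap another gene, are uncertain.

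Expected counts summed to between 25959298 and 28573067 per library. Read duplicates carry no molecular identifiers here, so precision computed from counts covers counting error only. A gene at or under 3 counts in every library of a group was treated as at the floor, and a fold change against it is given as a lower bound.

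Expected counts were rounded to whole numbers, and the 22515 genes with a count in any library were tested with DESeq2 1.42.0 in R 4.3.3. A single fit held all 6 libraries with the group as the only term, with median-of-ratios size factors, the Wald test, unshrunken fold changes and Benjamini-Hochberg adjustment over the genes kept by independent filtering. A gene was called when its adjusted p was at most 0.05 and its absolute log2 fold change was above 1. This test and these thresholds follow the methods of the study, and the quasi-likelihood test of edgeR 4.0.16 was run as an alternative. Early response genes were those called higher at 2 h than at 0 h and lower at 6 h than at 2 h. Late response genes were those called higher at 6 h than at 0 h and higher at 6 h than at 2 h. Both definitions are those of the study. Normalized counts are given as mean ± SD with n = 2 libraries per group.

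Gene lists were tested with voom and camera in limma 3.58.1, two-sided, with an inter-gene correlation of 0.01, over genes with a mean normalized count of at least 10, and adjusted over 7 lists in 3 comparisons (21 tests). The value given for a list is its median log2 fold change minus the median of all genes tested, so that a single factor per library cannot move it. The lists were known immediate-early genes (16), known later activity genes (10), RNA m5C writers, erasers and readers (13), DNA repair genes (58), genes of dividing cells (20), glial genes (17), and all genes whose symbol is Zfp followed by a digit (411). The share of Zfp genes among called genes was also compared with that of the other genes with an adjusted p by two-sided Fisher's exact test. The log2 of the effective length was tested with limma's moderated test with a trend, over genes with a mean expected count of at least 100, and a gene was called at an adjusted p of at most 0.05 and an absolute log2 ratio of at least 0.2.

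The groups, gene lists, tests, thresholds, alternatives and the rule for the genes named in the text were fixed before the data were examined. The Zfp and repair lists, however, follow themes that the study had reported from these same libraries, and so do the genes it discusses. Their tests repeat that result on the same data and are no separate support for it. The rule names the genes of the immediate-early, later activity and m5C lists, the genes the study discusses, Tubb3 and Gfap, and in each comparison the 3 genes with the largest and the 3 with the smallest log2 fold change among called genes with a mean normalized count of at least 100 and no overlap between the libraries of the groups. For effective length it names the 3 called genes with the largest absolute log2 ratio in each comparison, and Homer1. Genes outside this rule are marked as chosen after their values were seen.

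The replicate numbers come from the sample titles, and the titles do not say whether replicates of one number share a culture. The fit with the replicate number as a block was therefore run as an alternative, together with the correlation of the deviations of same-numbered libraries from their group means. The other alternatives were TMM factors, a minimum mean normalized count of 10, fits of only the 2 groups compared, offsets from the effective length, a test against a fold change of 2, no fold threshold, and leaving out each replicate in turn. For the lists they were a minimum mean of 100 and DESeq2 size factors, and for the Zfp list at 2 h vs 0 h and 6 h vs 2 h also 10000 random lists drawn from the 50 genes nearest to each listed gene in mean count and length. For effective length they were a minimum mean of 500 and a log2 ratio of 0.1. A correction for GC content, the same with the replicate block, and library totals as size factors were added after seeing the data. The test against a fold change of 2 was fixed beforehand for the counts of called genes, and its use on single genes was added after seeing the data. The GC correction took a lowess curve (span 0.3) of the log2 deviation of each library from the mean of all libraries (pseudocount 0.5) on the GC content of the longest transcript, over genes with a mean of at least 50, as offsets. Replicates were compared on log2 values with a pseudocount of 1.

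The DESeq2, edgeR, length and list tests were tried on simulated data, and the others were not. With 200 genes changed 4-fold among 20846 genes drawn from the means, dispersions and library sizes of the real data, DESeq2 recovered 98% with 7 false calls, and 94.5% with 9 false calls when the replicate block was added. The edgeR test recovered 96.5% with 6 false calls among 15135 genes. With the GC trends between replicates added, DESeq2 recovered 96.5% with 14 false calls among 20941 genes, and 97% with 12 false calls after GC correction. GC trends between time points were not simulated. The correction removes those as well, and they may be part of the response. A call lost with GC correction is therefore not shown to be false. The length test recovered 98.5% of 200 genes shifted by 0.8 on the log2 scale, with 9 false calls among 11233 genes. A simulated list of 100 genes shifted by 2 on the log2 scale was found at 1.99, and a random list of 100 genes gave an adjusted p of 0.914 in limma's camera. Tables were prepared in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.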

Results

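Gene expression was compared between cultured mouse cortical neurons held in 55 mM KCl for 2 h, for 6 h or not at all (0 h), each with 2 replicates. Total expected counts were 27860328 and 28573067 at 0 h, 27993386 and 25959298 at 2 h, and 27161212 and 26787482 at 6 h. Between 18767 and 19212 of the 43432 listed genes had a count in each library. Genes annotated as protein coding took 96.84% to 97.5% of the counts and mitochondrial genes took 2.46% to 3.74%, with both ends of the mitochondrial range in the 2 h libraries. Of the genes with a count, 12.5% to 13.3% per library had non-whole counts and so shared reads with other genes. The 0 h group is the untreated background for every value at 2 h and 6 h.

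To assess how well the replicates matched, their log2 values were compared within each time point. Over all genes, Pearson's r of log2(TPM + 1) across genes was 0.9955 at 0 h, 0.9934 at 2 h and 0.9956 at 6 h. Over 12290 genes with a mean normalized count of at least 50, the SD of the log2 difference between replicates was 0.246 at 0 h, 0.429 at 2 h and 0.214 at 6 h. The number of genes that differed more than 2-fold between replicates was 49 at 0 h, 404 at 2 h and 39 at 6 h. Principal component analysis placed the libraries by time point on the first components, with 57.8% and 32.7% of the variance. Component 3, with 6.09% of the variance, set the 2 h replicates apart at -24.39 and 20.16, while the other libraries lay between -4.81 and 4.84.

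**Figure D1:**
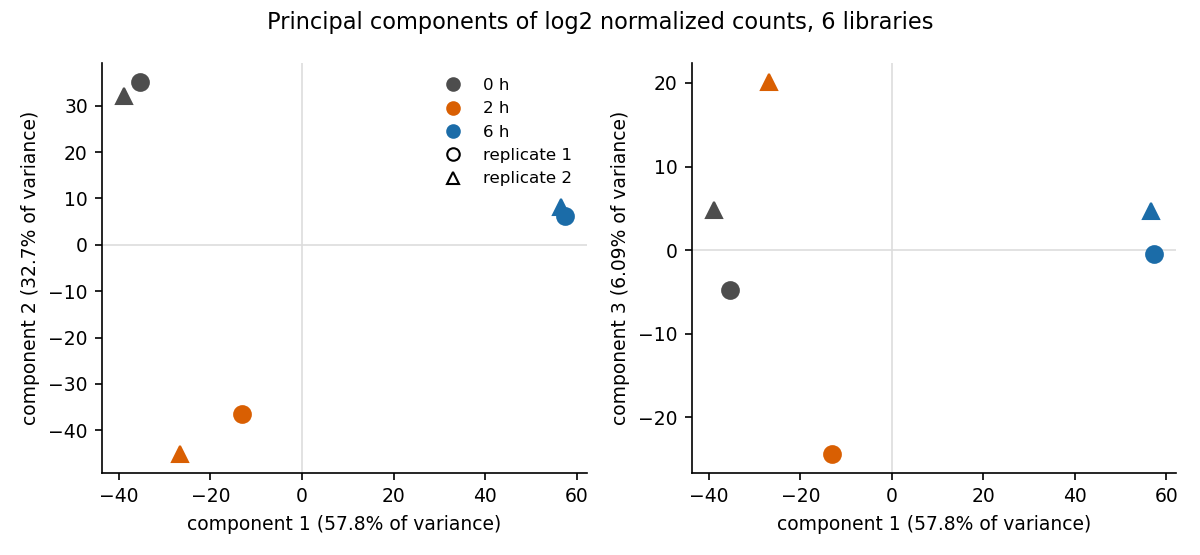
Principal components of log2 normalized counts over 12290 genes, with component 1 (57.8% of the variance) on the x axis and component 2 (32.7%, left) or 3 (6.09%, right) on the y axis. Each point is a library, coloured by time in KCl and shaped by replicate number, and the 2 h libraries lie at -24.39 and 20.16 on component 3.

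The difference between replicates followed the GC content of the genes. Across genes, which are not independent replicates, Spearman's rho between the log2 ratio of replicate 1 to replicate 2 and GC content was -0.735 at 2 h, -0.393 at 0 h and -0.28 at 6 h. When the genes were split by GC content into 4 groups of like size, the median log2 ratio at 2 h went from 0.399 in the group with a median GC content of 41.8% to -0.254 in the group with 56.9%. The same medians went from 0.086 to -0.049 at 0 h and from 0.041 to -0.067 at 6 h. After GC correction, a step added after seeing the data, the SD between the 2 h replicates was 0.315, and 94 genes still differed more than 2-fold.

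**Figure D2:**
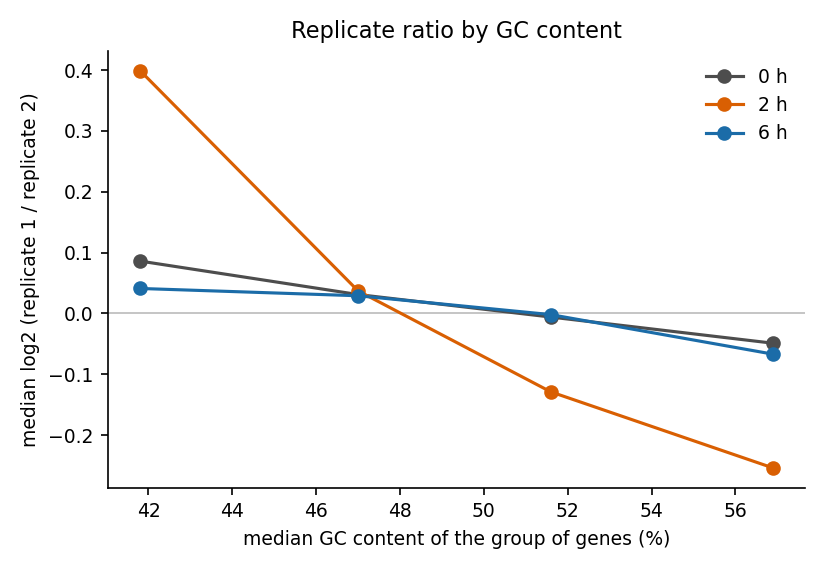
Median log2 ratio of replicate 1 to replicate 2 (y axis) in 4 groups of genes ordered by GC content, drawn at the median GC content of each group in percent (x axis). Each line is a time point, and the 2 h line falls from 0.399 to -0.254 while the 0 h and 6 h lines stay between -0.067 and 0.086.

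The study stained the cultures for a neuronal and a glial protein, so the genes of both were examined first. Tubb3 (ENSMUSG00000062380, chromosome 8, 123411424 to 123422015), which encodes the antigen of the Tuj1 antibody, was at 1660 ± 28.3 TPM at 0 h (SD, n = 2). Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) was at 24.9 ± 8.53 TPM at 0 h. Tubb3 was lower at 6 h than at 0 h by a log2 fold change of -1.01 (SE 0.14, adjusted p 1.37e-12), which is at the edge of the fold threshold. With GC correction the change was -0.87 and Tubb3 was not called. This gene overlaps another expressed gene, Gm20388, so its counts are uncertain. The change of Gfap at 6 h was -0.63 (SE 0.24, adjusted p 0.0216) and did not reach the fold threshold. The list of 17 glial genes, of which 14 were expressed, passed the test in no comparison, with values of -0.107, -0.291 and -0.147 at 2 h vs 0 h, 6 h vs 0 h and 6 h vs 2 h (limma adjusted p 0.489, 0.163 and 0.513), but 12 of the 14 genes were under the median of all genes at 6 h vs 0 h. With the replicate block the values were -0.121, -0.290 and -0.183 (adjusted p 0.344, 0.129 and 0.536).

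To find the first response to depolarization, 2 h was compared with 0 h. Of 16840 genes with an adjusted p, 4469 were at or under 0.05, and 609 were called higher and 1000 lower. Of the settings tried, a test against a fold change of 2 moved these counts furthest down, to 178 higher and 225 lower. Of the 1609 called genes, 280 shared reads with other genes and 415 had a mean normalized count under 50. The deviations of same-numbered libraries correlated at 0.281 across genes (0.115 after GC correction), and with the replicate number as a block 548 genes were called higher and 967 lower, of which 1496 were called in the same direction without it. Scaling by library totals, added after seeing the data, gave 499 higher and 1332 lower, that is 27.3% of called genes higher in place of 37.8%. Under that scaling the median log2 fold change of genes with a mean count of at least 10 was -0.156, against 0.011 with size factors.

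The transcription factor genes named by the study rose at 2 h. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) went from 36.4 ± 2.56 to 7581 ± 907 normalized counts, a log2 fold change of 7.71 (SE 0.21, adjusted p 3.12e-298). Npas4 (ENSMUSG00000045903, chromosome 19, 4984355 to 4990316) went from 42.5 ± 6.45 to 8473 ± 1420, a log2 fold change of 7.64 (SE 0.22, adjusted p 3.23e-269). Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) went from 131.4 ± 3.73 to 765.1 ± 10.1, a log2 fold change of 2.54 (SE 0.17, adjusted p 1.08e-47). By the rule for large changes, 1700016P03Rik (chromosome 11, 75172560 to 75177633) was listed at 0 counts in both 0 h libraries and at 351.1 ± 7.89 normalized counts at 2 h, at least 135-fold higher, but it overlaps Ovca2 and shared reads in 4 libraries. Fosb (chromosome 7, 19302696 to 19310051) went from 8.9 and 0 normalized counts at 0 h to 4244 ± 455, a log2 fold change of 9.91 (SE 1.35, adjusted p 6.11e-12). The largest decreases were in Txnip (chromosome 3, 96557957 to 96561883), which went from 2163 ± 148 to 69.8 ± 15.4 (log2 fold change -4.96, SE 0.22, adjusted p 4.53e-105) and shared reads in 5 libraries, in Zfp712 (log2 fold change -3.87, SE 0.44, adjusted p 1.70e-16) and in Map10 (log2 fold change -3.68, SE 0.35, adjusted p 2.77e-24).

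The longer exposure was examined by comparing 6 h with 0 h. Of 17277 genes with an adjusted p, 7833 were at or under 0.05, and 1572 were called higher and 1761 lower. With library totals as size factors 1032 genes were higher and 2564 lower, so that 28.7% in place of 47.2% of called genes were higher and the median log2 fold change was -0.251 in place of -0.004. Same-numbered libraries did not deviate together (correlation -0.002), and with the replicate block 1508 genes were called higher and 1661 lower. Of the genes called higher at 6 h, 463 were also called higher at 2 h, and of those called lower at 6 h, 277 were also called lower at 2 h. By the rule for large changes, Col10a1 (chromosome 10, 34389981 to 34397085) rose to 405.5 ± 25.8 normalized counts (at most 3.6 at 0 h), although it overlaps the expressed gene Nt5dc1. 1700016P03Rik was at 306.2 ± 25.4, at least 118-fold higher than at 0 h, and Fos was at 3861 ± 77.0. The largest decreases were in Txnip (log2 fold change -4.41, SE 0.21, adjusted p 7.00e-91), Zfp239 (-3.59, SE 0.24, adjusted p 7.60e-49) and Senp8 (-3.50, SE 0.32, adjusted p 2.36e-26).

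The change from the early to the late phase was taken from 6 h against 2 h. Of 16404 genes with an adjusted p, 7438 were at or under 0.05, and 1654 were called higher and 1316 lower. With library totals as size factors 1418 genes were higher and 1515 lower, so that 48.3% in place of 55.7% of called genes were higher. Same-numbered libraries correlated at 0.152 (0.048 after GC correction), and with the replicate block 1639 genes were called higher and 1227 lower, of which 2803 were called in the same direction without it. By the rule for large changes, the largest increases were in Acan (chromosome 7, 79053483 to 79115099), which went from 69.4 ± 11.9 to 1542 ± 57.2 normalized counts (log2 fold change 4.47, SE 0.20, adjusted p 1.26e-103), in Spaca6 (4.36, SE 0.38, adjusted p 4.75e-29) and in Ttn (3.84, SE 0.44, adjusted p 5.86e-17). Among genes with a mean normalized count of at least 100, the largest decreases were in Fosb (-3.26, SE 1.27, adjusted p 0.025), Klhdc1 (-2.64, SE 0.25, adjusted p 4.51e-24) and Itga3 (-2.60, SE 0.21, adjusted p 1.68e-34). The change of Fosb was not called with the replicate block, where its adjusted p was 0.0606.

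**Figure D3:**
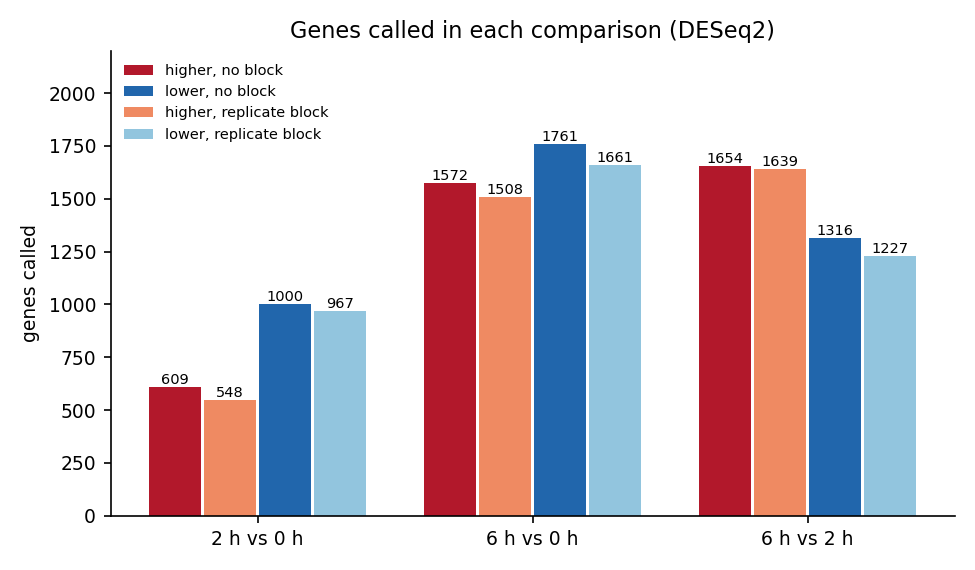
Number of genes called higher or lower (y axis) in each comparison (x axis), without and with the replicate number as a block in DESeq2. The counts without the block run from 609 higher at 2 h vs 0 h to 1761 lower at 6 h vs 0 h, and each count with the block is smaller than the one without it.

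The genes called in any comparison, 4930 in all, were pooled and split by the signs of their changes from 0 h to 2 h and from 2 h to 6 h, whatever the size of each change. Of these, 1270 were lower at both steps, 1100 higher at both, 1655 first lower and then higher, and 905 first higher and then lower. By the definitions of the study, 83 genes were early response genes and 612 were late response genes. With the replicate block there were 72 early and 601 late response genes. Of the 83 early response genes, 37 were also called higher at 6 h than at 0 h, and of the 612 late response genes, 47 were also called higher at 2 h than at 0 h. A total of 527 genes were called lower at 2 h than at 0 h and higher at 6 h than at 2 h.

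The lists of known activity genes were then followed over time. Of the 16 immediate-early genes, 14 were called higher at 2 h and 12 at both 2 h and 6 h, and 9 were called lower at 6 h than at 2 h, of which Npas4 (log2 fold change -0.99) and Ier2 (-0.87) were not after GC correction. Of the 10 later activity genes, 8 were called higher at 2 h, 9 at 6 h, and 3 at 6 h against 2 h. Adjusting over each list alone gave the same counts as adjusting over all genes. Relative to all genes the immediate-early list was shifted by 3.05 at 2 h vs 0 h, by 2.98 at 6 h vs 0 h and by -1.11 at 6 h vs 2 h (limma adjusted p 1.06e-11, 1.94e-06 and 0.000726), and with the replicate block by 3.08, 2.94 and -1.15 (adjusted p 3.53e-11, 2.13e-06 and 0.000669). With GC correction the shift at 6 h vs 2 h was -0.876 (adjusted p 0.00267). The later list was shifted by 1.99, 3.71 and 0.79 (adjusted p 8.17e-07, 8.17e-07 and 0.000297), and with the replicate block by 1.99, 3.72 and 0.79 (adjusted p 1.38e-06, 1.38e-06 and 0.000294). Bdnf (chromosome 2, 109674700 to 109727007) went from 89.3 ± 14.3 normalized counts at 0 h to 1458 ± 352 at 2 h and 2573 ± 10.4 at 6 h. Its change between 2 h and 6 h, a log2 fold change of 0.82 (SE 0.20, adjusted p 1.54e-04), was under the fold threshold. Fos, with a log2 fold change of -0.97 between 2 h and 6 h, was also under it (-1.01 and called with TMM factors), and Npas4 at -1.17 passed it.

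**Figure D4:**
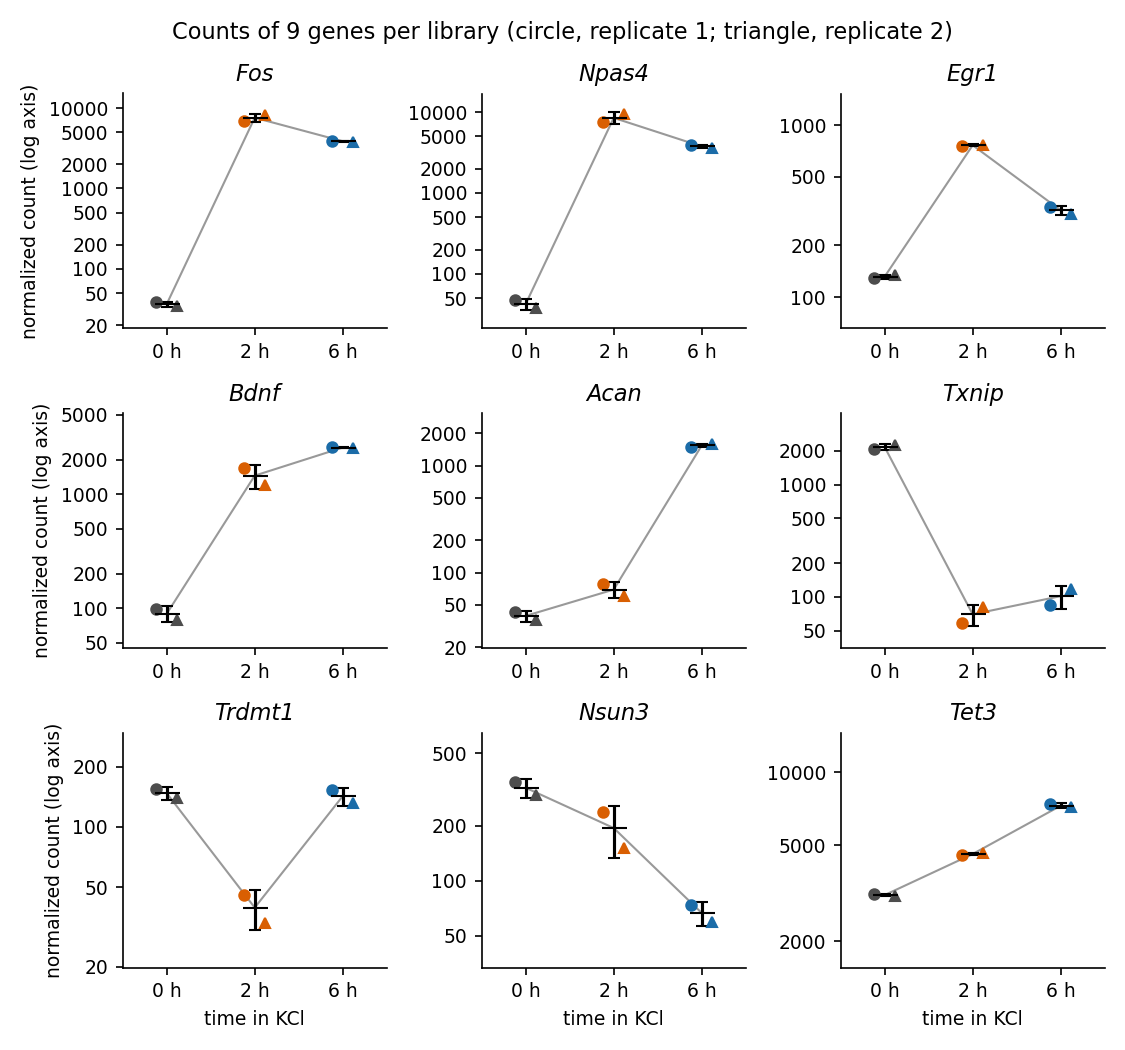
Normalized counts (y axis, log scale) of 9 genes at the 3 time points (x axis), with a circle for replicate 1, a triangle for replicate 2, and a bar for the mean ± SD (n = 2). Fos, Npas4 and Egr1 were highest at 2 h, Acan rose between 2 h (69.4) and 6 h (1542), and Trdmt1 was lowest at 2 h (39.5).

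The study described a large group of zinc-finger protein genes among the genes that were lower at 2 h, and these were examined as all genes whose symbol starts with Zfp and a digit. Of 384 such genes with an adjusted p, 175 (45.6%) were called lower at 2 h than at 0 h, against 5.01% of the other genes (odds ratio 15.9, 95% CI 12.7 to 19.7, two-sided Fisher's exact test p 4.92e-113 over genes, which are not independent). Of the 175, 66.3% were called higher at 6 h than at 2 h, and 46 were still called lower at 6 h than at 0 h. Over the 371 Zfp genes with a mean count of at least 10, the median shift relative to all genes was -0.978 at 2 h vs 0 h, with 323 genes under the median of all genes (limma adjusted p 4.69e-21). It was 0.859 at 6 h vs 2 h (adjusted p 5.02e-11) and -0.163 at 6 h vs 0 h (adjusted p 0.153). Zfp genes were nevertheless frequent among genes called lower at 6 h vs 0 h (65 of 384, 16.9% against 10% of the other genes, odds ratio 1.83, two-sided Fisher's exact test p 3.77e-05), and among those called higher at 6 h vs 2 h (153 of 380, 40.3% against 9.37%, odds ratio 6.52, Fisher's exact test p 1.04e-55). With the replicate block the shifts were -0.975, 0.813 and -0.184 (adjusted p 1.56e-21, 3.53e-11 and 0.129). GC correction gave -0.924, 0.764 and -0.312, and with it the shift at 6 h vs 0 h had an adjusted p of 0.0101. Of the 371 genes, 91 shared reads with other genes.

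**Figure D5:**
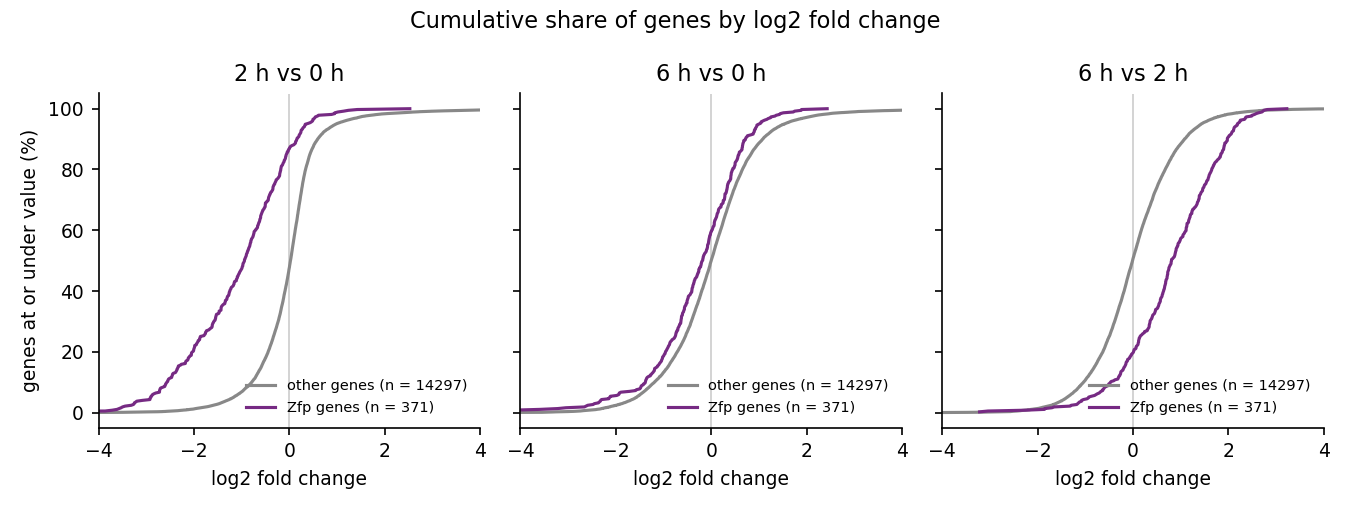
Cumulative percentage of genes (y axis) at or under each log2 fold change (x axis) for 371 Zfp genes and the other genes with a mean normalized count of at least 10, in each comparison. The Zfp curve lies to the left at 2 h vs 0 h (median shift -0.978, and -0.924 with GC correction), to the right at 6 h vs 2 h (0.859, and 0.764) and nearer to the other genes at 6 h vs 0 h (-0.163, and -0.312).

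The study reported DNA repair among the functions of genes that decreased. Relative to all genes the list of 58 repair genes was shifted by -0.291 at 2 h vs 0 h, by -0.857 at 6 h vs 0 h and by -0.333 at 6 h vs 2 h (limma adjusted p 0.000297, 1.86e-06 and 0.00757), with 50 of the 58 genes under the median of all genes at 6 h vs 0 h. With the replicate block the shifts were -0.291, -0.862 and -0.329 (adjusted p 0.000352, 2.13e-06 and 0.00795). The list of 20 genes of dividing cells was not shifted, with values of 0.053, -0.027 and -0.159 (adjusted p 0.513, 0.738 and 0.341), or 0.049, -0.032 and -0.170 with the replicate block (adjusted p 0.468, 0.8 and 0.326).

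Because the study addressed RNA m5C methylation, the expression of 13 genes that write, remove or bind this mark was examined. As a list they were not shifted in any comparison, with values of 0.119, 0.134 and -0.006 (limma adjusted p 0.773, 0.677 and 0.765), and with the replicate block of 0.117, 0.135 and -0.002 (adjusted p 0.832, 0.736 and 0.803). The gene of the methyltransferase Trdmt1 (ENSMUSG00000026723, chromosome 2, 13509014 to 13544668) went from 147.6 ± 10.9 normalized counts at 0 h to 39.5 ± 9.09 at 2 h and 142.7 ± 14.7 at 6 h, log2 fold changes of -1.90 at 2 h vs 0 h (SE 0.31, adjusted p 2.38e-08) and 1.85 at 6 h vs 2 h (SE 0.32, adjusted p 3.63e-08). Tested against a fold change of 2, neither change of Trdmt1 was called (adjusted p 0.143 and 0.162). Nsun3 (chromosome 16, 62732444 to 62786818) went from 324.1 ± 37.6 at 0 h to 66.5 ± 10.4 at 6 h, a log2 fold change of -2.28 (SE 0.31, adjusted p 1.95e-12). Nsun6 (chromosome 2, 14995131 to 15055069), which overlaps the expressed gene Arl5b, went from 272.5 ± 5.12 to 116.9 ± 5.64, a log2 fold change of -1.22 (SE 0.25, adjusted p 5.16e-06). Both were also called lower at 6 h than at 2 h (-1.55 and -1.17, adjusted p 4.49e-06 and 1.67e-05). The gene of the demethylase Tet3 (chromosome 6, 83362373 to 83459084) went from 3106 ± 29.2 to 7278 ± 163, a log2 fold change of 1.23 (SE 0.09, adjusted p 1.03e-38), and was at 0.98 and not called with library totals as size factors. Tested against a fold change of 2, this change of Tet3 was not called either (adjusted p 0.18). The same test did not call Nsun6 at 6 h against 0 h or 2 h, or Nsun3 at 6 h against 2 h. The other 9 genes of the list, Nsun2 among them (log2 fold change 0.12 and 0.13 at 2 h and 6 h vs 0 h), were not called in any comparison.

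The other genes that the study discussed by name were also followed. Homer1 (chromosome 13, 93299635 to 93405129) was higher at 2 h than at 0 h by a log2 fold change of 2.55 (SE 0.27, adjusted p 2.30e-19), but its 2 h replicates were at 15721 and 8178 normalized counts and its GC content was 36.9%. Between 2 h and 6 h its change was -0.23 (SE 0.27, adjusted p 0.505), or -0.66 with GC correction, which is also under the fold threshold. The study listed Homer1 as positively correlated with methylation in this comparison, a category that it limited to differentially expressed genes. Here Homer1 was not called between 2 h and 6 h in any setting that kept all libraries, which differs from the study. Sik3 (chromosome 9, 46012820 to 46224194) rose by 1.34 at 2 h and 2.53 at 6 h (adjusted p 8.55e-32 and 6.75e-116). Its change between 2 h and 6 h was 1.19 (DESeq2 adjusted p 7.09e-27). Fam122a, Zbed3 and Zfp553 were lower at 2 h than at 0 h (log2 fold change -1.15, -1.03 and -1.02) and higher at 6 h than at 2 h (1.03, 1.19 and 1.91). Fam122a lies within the span of Pip5k1b, and its second change was under the fold threshold with TMM factors (0.997) and with library totals (0.951). Rhbdd2 was lower at 6 h than at 0 h by a log2 fold change of -1.24 (SE 0.15, adjusted p 4.14e-15). It was also lower at 6 h than at 2 h (-1.13, DESeq2 adjusted p 1.62e-12).

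The effective lengths, a by-product of the quantification that moves with the mix of transcripts of a gene, were compared in the same way over 11233 genes. A changed length was called for 4 genes at 2 h vs 0 h, 59 at 6 h vs 0 h and 13 at 6 h vs 2 h, and with the replicate block for 0, 2 and 3 genes. Without regard to multiple testing, 908, 1576 and 1373 genes had a p under 0.05 without the block and 917, 1472 and 1362 with it. Of the 59 genes, 50 were shorter at 6 h and 12 were also called in expression. Among called genes the largest change at 6 h vs 0 h was in Sgip1 (chromosome 4, 102741297 to 102973628), whose length was 2416 ± 22.4 bases at 0 h, 2456 ± 69.2 at 2 h and 1133 ± 21.7 at 6 h (log2 ratio -1.09 at 6 h vs 0 h, limma adjusted p 0.0221). In 4930402H24Rik it was 5406 ± 16.6 at 0 h and 2591 ± 20.1 at 6 h (log2 ratio -1.06, adjusted p 0.00288), and in Syne2 3653 ± 100 and 7306 ± 364 (log2 ratio 1.00, adjusted p 0.0382). Among called genes at 2 h vs 0 h the largest ratios were in Fastkd2 (0.47), Wsb1 (0.36) and Slco3a1 (-0.36), each with an adjusted p of 0.0419, and at 6 h vs 2 h they were in Sgip1 (-1.12), 5430416N02Rik (0.87) and 4930402H24Rik (-0.82). For Homer1 no change was called (-0.09, 0.12 and 0.21).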

Values the study reported

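The study reported 583 genes higher and 972 lower at 2 h than at 0 h, 1517 higher and 1712 lower at 6 h than at 0 h, and 1573 higher and 1294 lower at 6 h than at 2 h. It pooled these into 4736 genes. It counted 82 early response genes and 980 late response genes. Among the genes lower at 2 h it counted 161 zinc-finger transcription factors.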

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

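All tests of explanations in this part were chosen after the patterns were seen. The Zfp list moved differently in the 2 exposures, since the test of 6 h against 2 h itself gave a shift of 0.859 (limma adjusted p 5.02e-11, from 8.00e-12 to 7.08e-10 over the alternatives). At 2 h vs 0 h the shift was -0.978, with adjusted p from 1.67e-22 to 1.42e-19 over the alternatives. GC bias was examined because the 2 h replicates differ by GC content, and the shifts after GC correction were -0.924 at 2 h vs 0 h and 0.764 at 6 h vs 2 h. Of 10000 random lists matched on mean count, effective length and GC content, 0% had a median as extreme at 2 h vs 0 h and 0% at 6 h vs 2 h, and the medians of the matched lists lay between -0.275 and -0.035 and between -0.061 and 0.351. Reads shared between paralogs were examined in the 280 Zfp genes with whole counts in every library, which gave -0.99 and 0.875, against -0.819 and 0.709 in the 91 that shared reads. None of these removed the pattern. Both shifts rest on the same 2 h libraries, so they are not separate results. A difference of the 2 h cultures other than time in KCl was not tested. A change in the transcripts of these genes with time in KCl is therefore a hypothesis. RNA synthesis and decay may each contribute to it, which counts of mature transcripts do not separate.

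A set of 18 genes was called in opposite directions at 2 h and at 6 h against 0 h, with the difference between 6 h and 2 h also called. In all 18 the change was lower at 2 h and higher at 6 h. Kcns2 went from a log2 fold change of -2.20 at 2 h to 1.41 at 6 h and Spaca6 from -1.63 to 2.73, though with length offsets Spaca6 was at -0.33 and not called at 2 h. Genes of this set that the rule does not name were chosen after their values were seen. They include the host transcripts of the microRNA miR-124, Mir124a-1hg (-1.78 and 1.55, adjusted p 1.79e-25 and 8.67e-25) and Mir124-2hg (-1.44 and 1.19, adjusted p 0.0213 and 0.0423), and the latter was at 0.92 at 6 h vs 0 h after GC correction, under the fold threshold. No explanation was tested for this set.

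The effective lengths lie outside the counts on which the comparisons rest, and a changed length was called for 4 genes at 2 h vs 0 h, 59 at 6 h vs 0 h and 13 at 6 h vs 2 h. A shift in the length of sequenced fragments would change single-transcript genes as well. Of 2954 such genes 0 were called at 6 h vs 0 h, but only 3 had an unadjusted p under 0.05, fewer than chance gives, so the test hardly calls such genes and does not decide. By the size of the change alone, 0.406% of them passed a log2 ratio of 0.2, against 12.5% of the genes with several transcripts, and the largest ratio among them was 0.828. A shift in fragment length may therefore account for few of the changes, and a changed mix of transcripts is a hypothesis that reads per transcript would have to test. With the replicate block only Sgip1 and 4930402H24Rik were called in this comparison, so the other calls depend on the model. The log2 ratios of Syne2 (1.00), 5430416N02Rik (0.85) and Wsb1 (0.27) were the same with the block. Their limma adjusted p with it was 0.0946, 0.0843 and 0.0914. The length test with the block was not tried on simulated data, so the lost calls do not decide whether these changes are real.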

How the results depend on the processing

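Of the settings tried here, the test of single genes against a fold change of 2, the GC correction, its combination with the replicate block, and library totals as size factors were chosen after seeing the data. The rule on fold change moved the counts of genes called most. A test against a fold change of 2 gave 178 higher and 225 lower at 2 h vs 0 h, 446 and 414 at 6 h vs 0 h, and 342 and 198 at 6 h vs 2 h, with 14 early response genes, 113 late response genes and 1300 genes in any comparison. With no fold threshold the counts were 2073 and 2396, 4089 and 3744, and 3960 and 3478, with 422 early, 2471 late and 10294 in any comparison. With library totals as size factors 1032 genes were higher at 6 h vs 0 h. All other settings, each left-out replicate among them, gave counts within 1.5 times those reported. Where the left-out library belonged to the comparison, the fit only rechecked the fold changes of genes already called, without a p-value. The counts of that comparison could then only fall, so they are no full retest.

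Leaving out each replicate in turn gave a Zfp shift from -1.173 to -0.795 at 2 h vs 0 h. Changed effective lengths numbered from 0 to 4 at 2 h vs 0 h, from 19 to 59 at 6 h vs 0 h and from 0 to 13 at 6 h vs 2 h, where fits that left out a library of the comparison only rechecked the genes called with all libraries. The minimum mean count of 500 gave 10 changed lengths at 2 h vs 0 h and 22 at 6 h vs 2 h. The replicate block gave 0, 2 and 3, against 917, 1472 and 1362 genes at an unadjusted p under 0.05. Sgip1 and 4930402H24Rik were called with it at 6 h vs 0 h and at 6 h vs 2 h, and the other genes named for their length were not. The cause was not tested.

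A few signs turned when a replicate was left out. The change of Homer1 at 6 h vs 2 h ran from -0.617 to 0.32, the dividing list ran from -0.007 to 0.121 at 2 h vs 0 h and from -0.127 to 0.057 at 6 h vs 0 h, and none of these had passed its test. Of the other values without a replicate, 350 of named genes moved by less than the spread between replicates and 85 by more, and for the gene lists 27 and 22 did. With 2 libraries per group, leaving out a library moves the mean log2 value of a gene by no more than that spread. Small moves of named genes were therefore nearly fixed in advance, and their counts do not measure stability. With all libraries kept, 1027 values of named genes were unchanged in call, 59 were weaker and 2 stronger, of which the test against a fold change of 2 gave 37 of the weaker ones (Trdmt1 and Tubb3 among them), and of the other values of the gene lists 63 were unchanged in call and 2 were stronger. Among genes named for their calls, Egr4 at 2 h lost its call with the replicate block, with either GC correction and with library totals, and Spaca6 at 2 h lost it with length offsets (log2 fold change -0.33).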

Other observations

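The tests of explanations below were chosen after the results were seen. The 2 h replicates differed by GC content (Spearman's rho -0.735), and the SD of their log2 difference was 0.429 before and 0.315 after GC correction, which is fitted on the same trend and so is no separate test. The ratio also went with effective length when GC content was held fixed (partial rho 0.264). Both biases remain as candidate explanations for the spread between the 2 h replicates, and GC bias cannot be told apart from another cause of the same trend. The trend had the same sign at 0 h (rho -0.393) and at 6 h (-0.28), so a difference that goes with the replicate number may contribute to it. The correlation of same-numbered libraries at 2 h vs 0 h was 0.281 before and 0.115 after GC correction. After GC correction 1568 of the 1609 genes called at 2 h vs 0 h were called in the same direction, 3009 of the 3333 at 6 h vs 0 h and 2536 of the 2970 (85.4%) at 6 h vs 2 h, where the replicate block with GC correction shared 80.9%. The replicates of Homer1 at 2 h (15721 and 8178 normalized counts) differ in the direction of this trend. After GC correction its change at 6 h vs 2 h was -0.66 (adjusted p 5.33e-14, from 5.33e-14 to 0.533 over the alternatives that test for any change), still under the fold threshold, and over the settings that keep all libraries this is where its change moved most.

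The repair list was lower at 6 h vs 0 h (-0.857, with 50 of 58 genes under the median of all genes, and adjusted p from 1.19e-06 to 1.90e-05 over the alternatives). Fewer dividing cells would lower both repair genes and genes of dividing cells, but the dividing list was at -0.027. Of the 20 dividing genes, 10 were under the median of all genes, and the list lay between -0.127 and 0.057 without a replicate. The dividing genes as a set did not fall with the repair genes, but members that went both ways do not exclude a smaller fall. After GC correction the repair list was at -0.867, so the GC trend that was fitted does not account for the shift. A response to lasting depolarization is a further hypothesis, found and tested on the same data. The glial list was at -0.291 (adjusted p 0.163, with 12 of 14 genes under the median of all genes), so a fall in the share of glia is not excluded.

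Ddx3y, on the Y chromosome and chosen after its values were seen, rose from 457 ± 159 normalized counts at 0 h to 4189 ± 224 at 6 h (log2 fold change 3.20, SE 0.72, adjusted p 3.72e-05). A different mix of male and female embryos would raise other Y-linked genes as well, and Uty (log2 fold change 1.39, adjusted p 5.25e-05), Eif2s3y (0.73, adjusted p 0.00399) and Kdm5d (0.34, adjusted p 0.0505) were higher too. Their median of 0.726 is less than the rise of Ddx3y, so a different mix may account for part of it. The sum of Ddx3y and its X-linked paralog Ddx3x rose by 1.561, but Ddx3x makes up most of that sum, so the sum does not test whether reads passed to Ddx3y. Non-whole counts of Ddx3y or Ddx3x, the mark of reads divided between them by the quantification, were seen in 0 libraries. A larger share of males would also lower Xist, which was at 13606.8 and 9056.8 at 0 h and at 14526.9 and 14573.9 at 6 h (log2 fold change 0.36, adjusted p 0.686), though Xist shares reads in every library. Induction by depolarization is a further hypothesis. At 2 h the replicates lay far apart (1810 and 516.9), so the size of the early change is uncertain.

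The early response genes lie in shorter loci than the late response genes, with a median span of 10813 bp over 76 genes against 45353 bp over 586 genes. Of 10000 random lists matched on mean count, length and GC content, 0% had a median span as short as the early response genes and 0.01% one as long as the late response genes. The matched lists themselves differed, with a median span of 20220 bp for the early and 35628 bp for the late response genes. Part of the contrast therefore goes with the matched features. Time needed to transcribe long genes may contribute to the late onset, as a hypothesis. Synthesis was not measured here.

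The number of late response genes was 612. That is lower than the value quoted from the study above. It was 113 with the test against a fold change of 2, 431 with library totals and 675 with the edgeR test, and with no fold threshold it was 2471, so none of the scaling settings closes the difference. With effective length offsets 583 genes were higher and 972 lower at 2 h vs 0 h, and 82 were early response genes. These counts equal those quoted from the study above, and the counts of the other comparisons came close to the quoted ones. A candidate explanation is that the authors imported the estimates with length offsets. Their methods state that raw counts went into DESeq2 and do not mention such offsets. The late count stayed at 594 with these offsets, so the difference in that count is not explained by them.

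Library totals as size factors shift the median of all genes down, as given with the comparisons, by more at 6 h (-0.251) than at 2 h (-0.156). RNA per cell was not measured and no spike-in was used here, so these data do not tell whether more genes fell than rose in absolute terms. The lists are read relative to all genes and are not moved by a factor per library.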
